A study of Mus musculus with 8 samples. Its data were reported in "Changes in Gene Expression Foreshadow Diet-Induced Obesity in Genetically Identical Mice" (2006).

How the data were processed

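Hypothalamus RNA of male C57BL/6J mice, an inbred strain, was compared between animals that gained much weight (high gainers) and little weight (low gainers) on the same diets. Per the labels, mice had 6 weeks of a high-fat diet, 2 weeks of a low-fat diet and 6 further weeks of the high-fat diet. RNA of 20 mice was pooled for each group, and each of the 2 pools was hybridised to 4 arrays. The 4 arrays of a group are therefore technical replicates of 1 RNA pool. Every p-value below compares the 2 pools against the spread between arrays and carries no information on the spread between mice.

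The authors labelled cRNA with digoxigenin, hybridised it to a 1-colour Applied Biosystems mouse genome array read by chemiluminescence, and normalized signals across arrays by a quantile method according to the study's methods. The deposited values are normalized intensities on a linear scale. Features below the study's detection limits for signal over noise or quality flags were removed before testing there. Empty cells are present for many probes here, and the sources used here do not say which step left them empty. The deposited table held 33012 probes, and between 13657 and 16873 of them had a value on a given array. The median deposited intensity ranged from 0.714 to 1.05 between arrays. The arrays did not share one distribution of values, so quantile normalization was applied again to log2 intensities over probes with a value on all arrays used. No background signal per array was used here, and the number of arrays limits the precision.

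The platform annotation used here gave 1 gene for 14411 probes and several genes for 247 probes. The other 18354 probes are unnamed here. Of the probes with 1 gene, 14402 matched a gene of the RefSeq table of assembly GRCm38.p6 by gene identifier, and no symbol changed in that match. No gene was named from a probe with several genes. The array's genome build was not given in the sources used here, and no coordinates are printed.

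Groups were taken from the sample labels. High gainer and low gainer arrays were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes with a trend in the prior variance), with Benjamini-Hochberg adjustment and a threshold of 0.05. All 8 arrays entered the comparison fixed before the data were examined. That comparison kept the brightest 50% of the 5375 probes with a value on all 8 arrays, ranked by mean log2 intensity, which left 2688 probes. A second threshold followed the study's methods, an unadjusted p of 0.01 with a 1.5-fold difference.

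Low gainer array 2 did not follow the other arrays probe by probe. Leaving out each array in turn with the brightness filter was fixed in advance, this array included. A second comparison without it, with all its alternatives, was added after the data were seen. It used the 11169 probes with a value on all 7 other arrays and no filter on brightness, and 6332 of these probes named 1 gene. The alternatives fixed beforehand were run on both comparisons. These were median centring, cyclic loess, other brightness filters, a pseudocount at the 10th percentile of all values, the replicate number as a block, no trend, array weights, leaving out each array and the methods' t-test. Deposited values without further normalization were tried for the 7 arrays, also after the data were seen.

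There were 30 gene lists with 753 entries, written before the data were examined, covering cell types of the dissected region and its neighbours, feeding circuits, stress and metabolism. A list was tested where at least 3 of its genes had a measured probe, taking the brightest probe of each gene. The test was camera, the gene set test of limma, with a preset correlation of 0.01. An estimated correlation, fry and all probes of a gene were the alternatives. Counts of list members are given over all probes tested and adjusted over the list alone. Lists overlap, and the lists of genes that the study named or assayed are not independent evidence.

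Named genes followed a rule fixed in advance. The rule took up to 12 genes per direction with an adjusted p under 0.05 and no overlap between groups, filled up by smallest p. It added the genes the study named from these arrays, except 1 phosphatidylinositol transfer protein whose name fits several genes, the satiety genes it assayed, the pituitary markers, and up to 4 members with the smallest p of each list described by its members. The lists were fixed in advance, but the 14 of them described by member were chosen after values were seen, which also limited the genes searched for single arrays apart. A filling gene carries values only. List members not past the brightness filter take their values from the comparison without that filter.

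The procedure was tested on simulated data made from the means and spreads of the 11169 probes in 5 runs. With 7 arrays, 93.2% of probes changed 4-fold and 44.0% of probes changed 2-fold were recovered at the adjusted threshold. With 8 arrays of which 1 was scrambled over probes, 16.0% of probes changed 4-fold were recovered. With 8 intact arrays, 95.6% of them were recovered. Over the 5 runs 29 unchanged probes were called with 7 arrays, 30 with 8 intact arrays and 0 with 1 array scrambled. A list of 50 genes shifted by 0.3 on the log2 scale was found in 5 of 5 runs with 7 arrays, and 2 of 100 unshifted lists were called. The simulation was built from means and spreads of probes. These list counts therefore do not carry over to lists whose genes move together between arrays.

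All pairs of arrays were checked for repeated values, and 0 pairs shared more than 1% of them. Permutation tests over all 70 assignments of 8 arrays cannot go below an exact two-sided p of 0.0286.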

Results

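Transcript levels of the hypothalamus were measured in 1 RNA pool of 20 high gainers and 1 RNA pool of 20 low gainers, with 4 arrays per pool. The comparison asks whether the hypothalamus differs between inbred mice that gain much weight and mice that gain little weight on the same diets. Across the 7 arrays other than low gainer array 2, log2 intensities correlated across probes with r between 0.945 and 0.983. Pairs of arrays within a pool had a median r of 0.974 and pairs between pools a median r of 0.964. Pairs of high gainer arrays lay between 0.971 and 0.981. Pairs of low gainer arrays 1, 3 and 4 had an r of 0.962, 0.945 and 0.952, each below the median between pools. Low gainer array 2 correlated with each of the other 7 at an r between 0.228 and 0.253. Gapdh, a glycolytic enzyme used as a loading control, had an intensity of 1.00 on that array, and 92.6 ± 6.31 (SD, n = 4) on the high gainer arrays. On low gainer arrays 1, 3 and 4 it was 104.2 ± 11.2 (SD, n = 3). Genes are not independent replicates, and these correlations describe the arrays only.

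**Figure D1:**
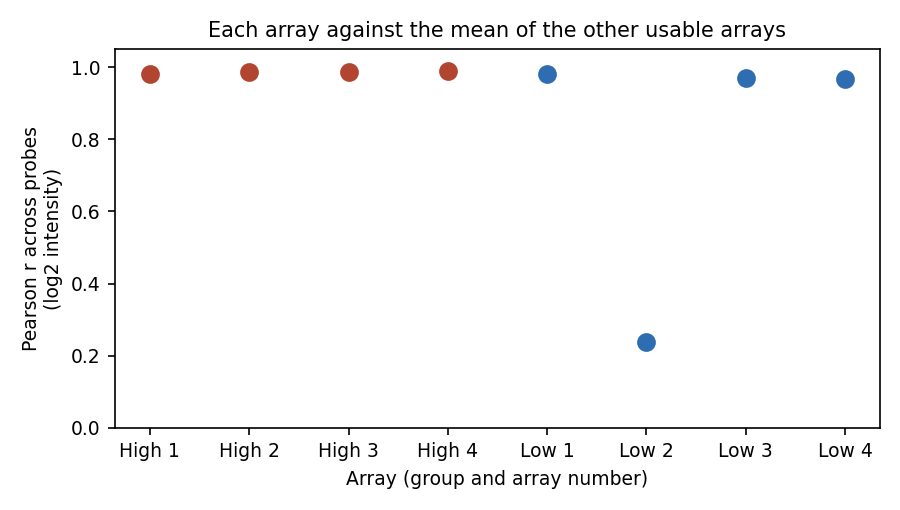
Pearson r across probes between the log2 intensity of each array and the mean of the other arrays, with low gainer array 2 left out of that mean; red points are high gainer arrays and blue points low gainer arrays. The r of low gainer array 2 was 0.239, and the r of the other 7 arrays lay between 0.967 and 0.990.

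With all 8 arrays and the brightness filter, no probe was called different between the high gainer and low gainer pools. Among 2688 probes, limma called 0 higher and 0 lower at an adjusted p of 0.05. Of them, 17 had an unadjusted p under 0.05 by limma, where 134.4 are expected by chance. With fewer small p-values than chance gives, the 0 calls do not show that the pools are alike. At the methods' threshold of p and fold, 0 probes were higher and 0 lower, and the methods' t-test called 0 by either threshold. None of the 14 gene lists with enough measured members was called, and the smallest adjusted p by camera of limma was 0.667. The 12 genes listed first by p on the higher side had log2 differences between 0.52 and 1.62. They were Zfp423, Ly6h, Tmem59l, Med25, Pccb, Asb6, Sfxn1, Fig4, Arid1a, Adgrg1, Tuba1a and Canx. The difference of Canx, which encodes the endoplasmic reticulum chaperone calnexin, was 1.62, with a 95% confidence interval from -0.25 to 3.48, and 0.71 without low gainer array 2. That of Tuba1a, an alpha tubulin, was 1.49, and 0.88 without this array. The 12 genes on the lower side had log2 differences between -1.02 and -0.54. They were Ptpn11, Fam162a, Atp6v0e, Hba-a1, H2bc7, Plaat3, Psmd6, Med31, Anapc13, Sarnp, Mrps9 and Tceal8. For Ptpn11, a tyrosine phosphatase that acts downstream of growth factor and leptin receptors, the interval ran from -1.94 to -0.06. All 24 genes had an adjusted p of 0.679 by limma. With cyclic loess on the 8 arrays, the log2 difference was 0.10 for Tuba1a, 0.20 for Adgrg1 and 0.24 for Fig4. Of the genes listed as higher, only Pccb was not smaller in that setting, at 0.54. On the lower side Hba-a1 was at -1.50 in it, and only Med31 was smaller in size, at -0.53. When dim probes were kept, 5375 probes were tested and growth hormone (Gh) was the 1 probe called, at 11.3-fold higher in high gainers and an adjusted p of 0.00276 by limma.

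Without low gainer array 2, a comparison added after the data were seen, 3 transcripts were higher in the high gainer pool and 0 were lower. All of them encode hormones of the anterior pituitary. Gh was 11.2-fold higher in the high gainer pool, with a 95% interval from 8.11 to 15.4. Cga, the alpha subunit shared by the glycoprotein hormones, was 7.42-fold higher, with an interval from 4.68 to 11.7. Prl, which encodes prolactin, was 6.35-fold higher, with an interval of the log2 difference from 1.93 to 3.41. The deposited intensity of Gh was 5.86 ± 1.04 (SD, n = 4) on high gainer arrays and 0.515 ± 0.0929 (SD, n = 3) on low gainer arrays. That of Cga was 1.42 ± 0.122 (n = 4) against 0.190 ± 0.0973 (n = 3), and that of Prl was 2.18 ± 0.229 (n = 4) against 0.365 ± 0.198 (n = 3). The low gainer mean of Cga thus lay near the pseudocount, 0.186, and its fold depends on dim values. With the pseudocount the log2 differences were 3.081 for Gh, 2.052 for Cga and 2.105 for Prl. Without it they were 3.481, 2.891 and 2.666. Each of the 4 high gainer arrays lay above each of the 3 low gainer arrays for these genes. The adjusted p by limma was 1.45e-06 for Gh, 9.94e-04 for Cga and 0.00644 for Prl, among 11169 probes. The adjusted p of Prl was 0.0610 by limma without high gainer array 2. Median centring gave 3 higher probes and 1 lower probe, an unnamed one. The methods' t-test called 0 probes after adjustment, where limma called 3, and 724 probes had an unadjusted p under 0.05 by limma. These tests compare 2 pools, and the number of calls was 171 when low gainer array 1 was left out as well.

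**Figure D2:**
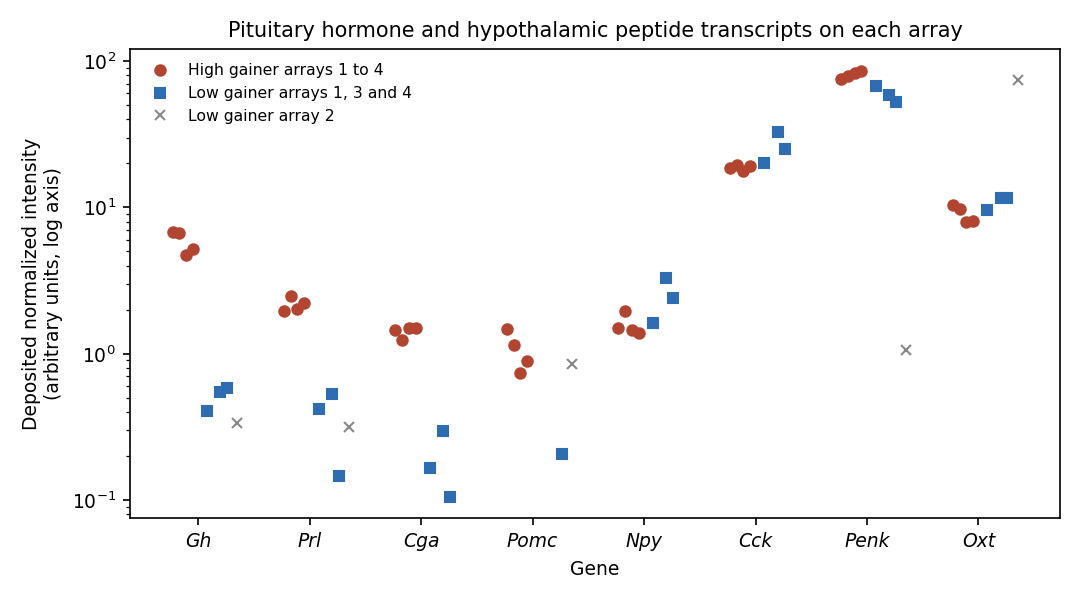
Deposited normalized intensity on a log axis for 4 transcripts of pituitary cells (Gh, Prl, Cga, Pomc) and 4 hypothalamic peptides, 1 point per array with a value. For Gh the high gainer arrays lie between 4.75 and 6.79 and low gainer arrays 1, 3 and 4 between 0.410 and 0.585.

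The pituitary list was called higher in the high gainer pool, but its set test rested on Gh, Cga and Prl alone. Of its 17 genes, 12 had a probe and 3 (Gh, Cga and Prl) had a value on all 7 arrays, with a median log2 difference of 2.89. All 3 passed over all probes and adjusted over the list alone. The adjusted p by camera of limma was 2.49e-17, and 0.0252 with an estimated correlation. The other markers lacked a value on some arrays. Lhb, the luteinizing hormone beta subunit, had a value on 3 high gainer and 2 low gainer arrays with a log2 difference of 0.05. Lhx3, a pituitary transcription factor of middling intensity, had a value on 3 and 3 arrays with a difference of 0.24. Pax7, found in the intermediate lobe, had a value on 3 and 2 arrays with a difference of -0.09. Tshb, Tbx19 and Hesx1 had values on 1, 2 and 1 high gainer arrays and on 0 low gainer arrays. Ghrhr, Pitx1 and Trhr had values on 0 of the 7 arrays.

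Among the genes the study named from these arrays, Pomc, the precursor of the satiety peptide alpha-MSH and of pituitary ACTH, had an intensity of 1.06 ± 0.325 (SD, n = 4) on high gainer arrays. Of low gainer arrays 1, 3 and 4, only array 4 had a Pomc value, 0.208. Low gainer array 2 had a value of 0.849. Hcn2, a pacemaker channel, had values between 0.895 and 1.65 on high gainer arrays, and 0.558 and 0.210 on low gainer arrays 1 and 4. Cap1, an actin regulator, had values between 0.841 and 1.42 on high gainer arrays, and 0.641 and 0.194 on low gainer arrays 1 and 4. Gapdh was 0.887-fold in high over low gainers, with a log2 interval from -0.48 to 0.13. Gng2, a G protein subunit, had a log2 difference of -0.05, with an interval from -0.46 to 0.36. A second Gng2 probe had a log2 difference of -0.36, with an interval from -0.84 to 0.12. The study's supplement lists Gapdh as higher in high gainers on the arrays, opposite in direction to the value here. It lists Gng2 as lower, the same direction as both probes here. Pomc, Hcn2 and Cap1 lacked a value on some of the 7 arrays, and Ren1 and 1110020B03Rik had no probe naming 1 gene, so these were not tested. Of the 2 genes tested, Gapdh and Gng2, 0 passed by limma over all probes or adjusted over the list alone, and the list was chosen by the study on these arrays.

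**Figure D3:**
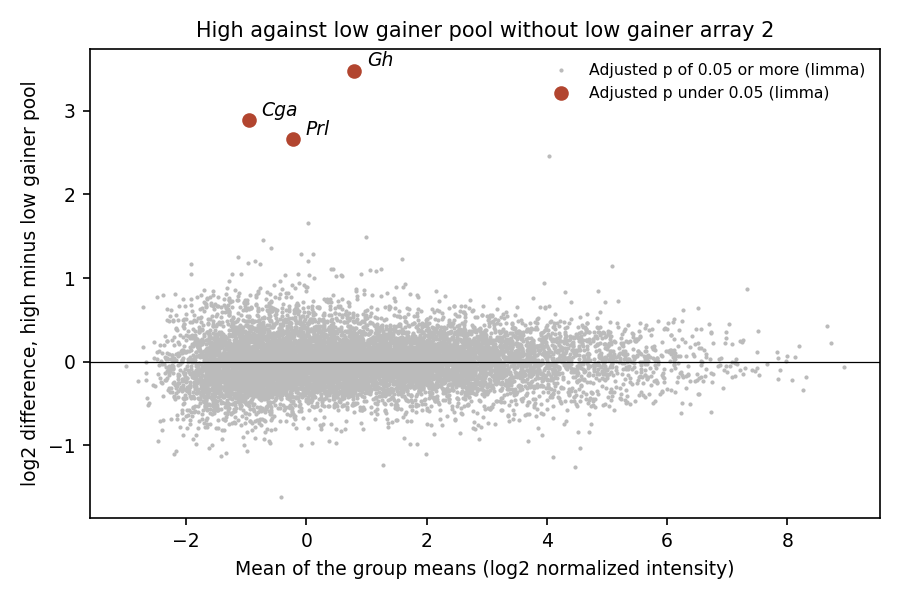
Log2 difference between the high and low gainer pools against the mean log2 intensity for 11169 probes, without low gainer array 2. The 3 probes past an adjusted p of 0.05 by limma, Gh, Cga and Prl, are red and labelled, and all other probes are grey.

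Feeding and hypothalamic peptides did not pass as a group. Of 41 genes, 22 were tested, and the median log2 difference was -0.14 with an adjusted p of 0.174 by camera of limma. None passed over all probes or adjusted over the list alone. Penk, the enkephalin precursor, had an intensity of 80.8 ± 4.79 (SD, n = 4) in high gainers and 59.7 ± 7.41 (n = 3) in low gainers. Npy, the orexigenic neuropeptide Y, had 1.57 ± 0.262 (n = 4) against 2.45 ± 0.848 (n = 3). Cck, the satiety peptide cholecystokinin, was at a fold of 0.750 in high over low gainers, and Nts, the precursor of neurotensin, had 0.973 ± 0.227 (n = 4) against 1.66 ± 0.569 (n = 3). The adjusted p by limma lay between 0.750 and 0.752 for these 4 genes.

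Feeding receptors and the leptin and insulin signalling genes did not pass either, with 18 of 49 genes tested, a median log2 difference of 0.17 and an adjusted p of 0.195 by camera of limma. Akt1, a kinase of insulin signalling, was at a fold of 2.00 in high over low gainers with a log2 interval from 0.33 to 1.67. Ptpn1, a phosphatase that dampens leptin and insulin signalling, was at 1.57, Pcsk1, a prohormone convertase, at 1.52, and Adipor1, an adiponectin receptor, at 0.780. None of these passed over all probes or adjusted over the list alone. Lepr, Mc3r and Ghsr, the receptors for leptin, melanocortin and ghrelin, had a value on 0 of the 7 arrays. Of the 10 satiety genes the study assayed, 3 were tested, with an adjusted p of 0.174 by camera of limma, and 0 passed over all probes or adjusted over the list alone. Their log2 differences were -0.58 for Npy, -0.34 for Gnas and 0.03 for Npy2r, the Y2 receptor. A second, dimmer Gnas probe overlapped between the pools. It ran from 2.96 to 4.07 on high gainer arrays and from 2.73 to 3.95 on low gainer arrays 1, 3 and 4. Gabra3 had values on 3 high gainer arrays and 2 low gainer arrays, Stat3 on 0 and 1, and Mc4r on 1 and 2.

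Ribosomal protein and oxidative phosphorylation transcripts were lower in the high gainer pool without low gainer array 2, with the preset correlation of the set test. Of 54 cytosolic ribosome genes, 49 had a negative difference, with a median log2 difference of -0.22 and an adjusted p of 4.85e-13 by camera of limma. Of 54 oxidative phosphorylation genes, 43 had a negative difference, with a median of -0.29 and an adjusted p of 5.02e-09 by camera of limma. With an estimated correlation the adjusted p of both lists was 0.462 by camera of limma, and fry of limma gave 0.311 for both. No member passed over all probes, and 1 ribosomal and 0 oxidative phosphorylation genes passed adjusted over the list alone. The fold of high over low was 0.418 for Rpl17, 0.559 for Rps26, 0.641 for Rpl36 and 0.686 for Rpl35a. Among respiratory chain subunits, the fold of high over low was 0.609 for Uqcr11, 0.592 for Ndufb3, 0.651 for Uqcr10 and 0.581 for Cox5b. With all 8 arrays and the brightness filter the median was 0.61 over 33 ribosomal genes, 28 of them above 0. It was 0.16 over 33 oxidative phosphorylation genes, 22 of them above 0. The median over all 2688 probes of that comparison was 0.26. The ribosomal median thus lay above that of all probes, and the oxidative phosphorylation median still lay below it. Each list had an adjusted p of 0.698 by camera of limma with the 8 arrays. That comparison included low gainer array 2. Its ribosomal protein probes had a median percentile of 60.5, against at least 96.4 on each other array. The ribosomal median of 0.61 therefore cannot decide a direction between the pools. The arrays of 1 pool also differed from each other. The median of the ribosomal list deviated by -0.10 on low gainer array 1, 0.38 on array 3 and 0.15 on array 4.

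Oligodendrocyte markers were higher in the high gainer pool with the preset correlation, with 8 of 9 tested genes above 0, a median log2 difference of 0.28 and an adjusted p of 0.00388 by camera of limma. The adjusted p was 0.526 with an estimated correlation in the same camera test of limma. Over all probes 0 genes passed, and 2 passed adjusted over the list alone, Mag and Mbp. Mag, a myelin-associated glycoprotein, had an intensity of 1.13 ± 0.421 (SD, n = 4) in high gainers and 0.458 ± 0.228 (n = 3) in low gainers. Mbp, myelin basic protein, had 50.2 ± 11.3 (n = 4) against 26.4 ± 14.5 (n = 3). Cnp had a fold of 1.43 and Trf, transferrin, a fold of 1.55 in high over low gainers. The call ended without high gainer array 2, low gainer array 1 or low gainer array 3, at adjusted p of 0.109, 0.102 and 0.411 by camera of limma, and with the brightest 50% of probes at 0.281.

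**Figure D4:**
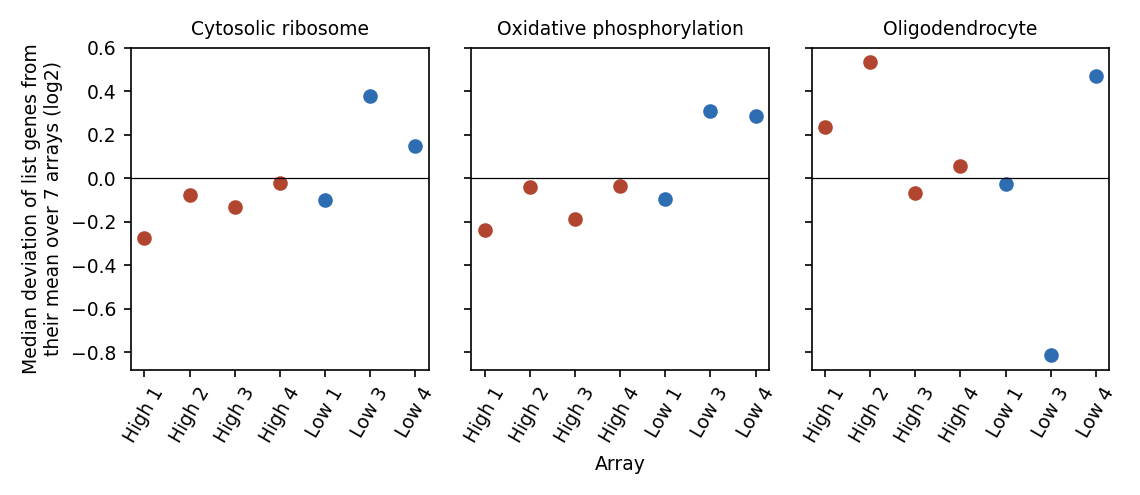
Median over the genes of 3 lists of the log2 deviation from each gene's mean over 7 arrays, 1 point per array, with high gainer arrays in red and low gainer arrays in blue. The oligodendrocyte median ran from -0.81 on low gainer array 3 to 0.53 on high gainer array 2, and was 0.47 on low gainer array 4.

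The other genes of the named set had values but no call, with adjusted p of 0.493 or more by limma. On the higher side, Ncs1, a neuronal calcium sensor, was at 3.16-fold in high over low gainers, with a log2 interval from 0.93 to 2.39. The splicing factors U2af2 and Hnrnpl were at 2.25-fold and 2.13-fold, and Canx was at 1.64-fold. Dlg4, which encodes the postsynaptic scaffold PSD-95, was at 2.39-fold, and Vamp2, a synaptic vesicle protein, was at 2.16-fold. Caln1 was at 1.89-fold and Lypla2 at 1.66-fold. On the lower side, Hba-a1, an alpha globin of red cells, was at 2.20-fold in low over high gainers, with intensities of 26.9 ± 9.47 (SD, n = 3) and 11.8 ± 2.58 (n = 4). Its adjusted p by limma was 0.526. Hbq1a, another globin, was at 1.93-fold in low over high gainers. Spg7, a mitochondrial protease, was at 1.77-fold, Rpl36al at 1.60-fold, Dtd2 at 1.99-fold, Smim11 at 1.75-fold, Rbks at 2.13-fold and D8Ertd738e at 1.87-fold, all as low over high.

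At the methods' threshold, 51 probes were higher and 64 were lower in the high gainer pool without low gainer array 2. Of 11169 probes, 133 had an unadjusted p under 0.01 by limma, where 111.7 are expected by chance. The total of 115 probes at that threshold moved with single arrays. It was 40 without high gainer array 1 (23 higher and 17 lower) and 669 without low gainer array 1 (353 and 316). It was 23 without low gainer array 3 (17 and 6) and 298 without low gainer array 4 (226 and 72). More probes were thus higher than lower in these fits, while more were lower without high gainer array 2, 3 or 4. The methods' t-test called 9 higher and 10 lower.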

Values the study reported

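The study reported altered expression of 8 genes in its array analysis of the hypothalamus. It could not verify these differences by quantitative RT-PCR in 20 high gainers and 20 low gainers measured one by one. In the pooled RNA, its quantitative RT-PCR did give a higher Pomc in high gainers. A further 10 genes linked to food intake did not differ significantly by quantitative RT-PCR. The methods give an ANOVA p value of 0.01 and gene lists at a cutoff of 1.5. They name fewer arrays per sample than the 4 per pool that the study's supplement gives for the hypothalamus. Whether every array entered the study's test was not stated.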

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

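The tests of array 2 on its highest value, on its own brightest probes, on its r against shuffled values and on the brightest probes of other arrays were chosen after the result was seen, as were the lists whose members were searched for single arrays apart. A value was singled out where its gap to the nearest array of its group was too large a part of the group's range of 4 arrays. Among 150 groups of arrays checked, 18 held such a value, where chance gives about 7.5. In 10 of them the array apart was low gainer array 2, and in 8 it was another array.

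For low gainer array 2, the gap was 0.980 of the range for the correlation with the other arrays. It was 0.959 for Gapdh, 0.950 for Ttr, 0.941 for Penk, 0.906 for Gnas, 0.895 for Gata3, 0.887 for Canx, 0.850 for Rpl35a, 0.843 for Rpl36 and 0.833 for Otx2. Penk was 1.07 on that array, and 59.7 ± 7.41 (SD, n = 3) on the other low gainer arrays. Ttr, the choroid plexus transthyretin, was 0.673 on it, and 324.8 ± 57.8 (n = 3) on the others.

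High gainer array 1 stood apart for Caln1 with 0.956 of the range, for Nts with 0.858 and for Plaat3 with 0.832. High gainer array 2 stood apart for Sostdc1 with 0.959 and for Psmd6 with 0.900. High gainer array 3 stood apart for Ttr with 0.925 and for Agt with 0.863, and high gainer array 4 for Dtd2 with 0.873.

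Low gainer array 2 did not follow the other arrays, while its number of probes with a value, 13662, was close to the 13657 of low gainer array 3. RNA of another tissue is argued against, because ribosomal protein probes, bright in every tissue, had a median percentile of 60.5 on it and of at least 96.4 on each other array. A weak hybridisation as the whole cause is argued against, since 17.0% of its 1000 brightest probes had a value on none of the other arrays (0% for every other array). The array's highest value was 701.3. Its log2 range from the 10th to the 90th percentile, 5.28, lay below the lowest of the others, 5.39, as a weak signal would give. Neither value decides this. The values were normalized before deposit, their distributions still differed, and how much of the signal strength they keep is unknown. Values listed against the wrong probes, for part of the array or more, may account for it. A random reassignment of every value is argued against. The array's r of 0.239 with the mean of the other arrays lay above the highest of 1000 shuffles, 0.0416. Of the 1000 brightest probes of the other arrays, 66.7% had a value on it, against 41.4% over all probes. Random shuffles cannot decide on a displacement that kept neighbouring probes together, which was not tested. The design names no biological difference between arrays of 1 pool.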

How the results depend on the processing

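The alternatives for 8 arrays were fixed before the data were examined, leaving out each array among them, and the tests on 7 arrays without a brightness filter and their alternatives were chosen after the result was seen. With 8 arrays, the 0 adjusted calls became 1 without the filter on dim probes, and between 0 and 1 when single arrays were left out. The count at the methods' threshold was 0, and became 1 with cyclic loess, 3 without the dim filter, 119 with array weights and between 0 and 54 when single arrays were left out. The 54 came without low gainer array 2, and 4 and 2 came without low gainer arrays 1 and 4. Called lists went from 0 to 2 with array weights and ranged from 0 to 3 without single arrays. Called pituitary markers went from 0 to 1 without the dim filter and ranged from 0 to 1 without single arrays; no marker passed the brightness filter with all 8 arrays, so no set test was possible there. The other alternatives left these counts at 0. The replicate numbers did not pair the arrays. In the check of pairing, same-numbered arrays had values from -0.11 to 0.05 with 8 arrays and from -0.20 to 0.13 with 7. Other pairs reached 0.217 and 0.448. These are not correlations of log2 intensity, which lay between 0.945 and 0.983 among the 7 arrays. The replicate block gave 0 calls with 8 arrays.

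With 7 arrays, the 3 adjusted calls became 1 with the brightest 50% of probes, 0 with the brightest 30%, 9 with the replicate block and 0 with the methods' t-test, and ranged from 2 to 171 without single arrays. The 115 probes at the methods' threshold became 54, 36, 176 and 19 in the same settings and 266 with array weights, and ranged from 23 to 669. The 4 called lists became 3 with the brightest 50% of probes, 2 with the brightest 30%, 1 with an estimated correlation and 1 with fry. They ranged from 3 to 9 without single arrays, the 9 (6 higher and 3 lower) coming without low gainer array 4. With the brightest 50%, 1 called list was higher and 2 were lower. The higher one was not among the 4, since the oligodendrocyte list was not called and the pituitary list kept only Gh. The lists added in these settings are not named here. The 3 pituitary markers became 1 and 0 with the brightest 50% and 30% of probes, since the filters removed Prl and Cga and then Gh, and ranged from 2 to 3. The replicate block added 6 calls by limma with 7 arrays, Hba-a1 (adjusted p 0.00150), Rpl17 (0.00590), Ncs1 (0.0132) and 3 unnamed probes, at 2.42 and -1.65 in log2 difference for the first and second (adjusted p 0.00150, 0.0232 and 0.0185). The cause of the other changes was not tested. Gh was called in all 15 refits that measured it by limma, with a log2 difference from 3.08 to 3.58. The range was wider for Cga, called in 14 of 14, from 2.052 to 3.296. It was also wider for Prl, called in 13 of 14, from 2.105 to 3.031.

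Genes near 0 with no call changed sign in log2 difference. Gng2 was at 0.0686 with array weights, and ranged from -0.214 to 0.135 without single arrays, above 0 at 0.0378 without high gainer array 1. Npy2r ranged from -0.0934 without low gainer array 4 to 0.163, and was at -0.0490 and -0.0515 without high gainer arrays 3 and 4. Alas2 ranged from -0.334 to 0.0179 without low gainer array 1. Agt ranged from -0.00935 to 0.501 and Mest from -0.0150 to 0.185, both lowest without low gainer array 3. The cause was not tested.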

Other observations

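The tests of Gh against a change of Pomc neurons and against drift between arrays were chosen after the result was seen, as were the weighing of the pituitary markers against their SD and the counts without low gainer array 2 over all its probes. Apart from the pituitary, lists of neighbouring tissues gave no call in the 7 arrays. Markers of cortex, hippocampus and striatum had a median log2 difference of 0.16 over 8 genes and an adjusted p of 0.172 by camera of limma, and 1 higher and 1 lower gene passed adjusted over the list alone. Pde10a, a striatal phosphodiesterase, was at 2.06-fold in high over low gainers, and Neurod6, a factor of cortical neurons, at 0.628-fold. Tbr1 was at 1.34-fold and Bcl11b at 1.29-fold. Choroid plexus markers had a median of -0.23 over 10 genes and an adjusted p of 0.185 by camera of limma, with folds of 0.625 for Aqp1, 0.794 for Ttr, 0.821 for Otx2 and 1.27 for Sostdc1. Of the blood list, Alas2, an enzyme of heme synthesis in red cells, was at 0.893-fold and Hba-a1 at 0.455-fold in high over low gainers, and 2 measured genes were too few for a set test.

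Stress and synaptic lists showed mixed members. In the unfolded protein response list, 11 of 18 genes lay above 0, the adjusted p by camera of limma was 0.360, and 1 gene, Canx, passed adjusted over the list alone. Pdia4 was at 1.58-fold, Sdf2l1 at 1.39-fold and Manf at 0.669-fold in high over low gainers. In the synaptic list, 19 of 29 genes lay above 0, the adjusted p by camera of limma was 0.203, and Dlg4 and Vamp2 were the 2 genes that passed adjusted over the list alone. Slc18a2, the vesicular monoamine transporter, was at 1.43-fold and Gad2, a GABA-synthesizing enzyme, had a log2 difference of 0.58. Of the listed adipose genes that the study discusses for adiposity, 4 were measured, with an adjusted p of 0.108 by camera of limma. The folds were 1.71 for Lef1, 1.24 for Agt, 1.16 for Gata3 and 1.08 for Mest. The study left Lef1 and Gata3 out of its final candidates.

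The remaining lists gave no call by camera of limma. Their median log2 differences were 0.00 for astrocytes, -0.01 for clock genes, -0.00 for endothelium, -0.09 for ependyma and tanycytes, -0.12 for glucocorticoid targets, 0.03 for heat shock and 0.08 for hypothalamic regional factors. They were 0.01 for immediate early genes, 0.10 for imprinted genes, -0.07 for inflammation, 0.07 for lipid and sterol synthesis, -0.12 for meninges and fibroblasts, 0.04 for microglia and 0.03 for neurons. They were 0.15 for thalamus and 0.24 for Wnt antagonists. The adjusted p by camera of limma over all 24 lists without a call lay between 0.108 and 0.970.

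The pituitary hormone transcripts Gh, Cga and Prl were brighter in the high gainer pool. A change of the arcuate Pomc neurons alone is argued against by the log2 difference of Gh, 3.48, since those neurons do not make growth hormone, and scaling between arrays by the lowest difference of Gh over 4 scalings, 3.48. Drift between arrays of a pool is argued against for Gh by its largest range within a pool, 0.60, but less so for the list median, which ranged over 1.47 among the low gainer arrays against a difference of 2.93. Pituitary tissue in the high gainer pool may account for the pattern but is left undecided. Over the 4 markers other than Gh and Prl with values in both pools, the median log2 difference was 0.15. The SD between these markers was 1.49, since Cga differed by 3.03 and Lhb, Lhx3 and Pax7 by 0.05, 0.24 and -0.09. This median cannot decide it, because Tshb, Tbx19 and Hesx1 had values on high gainer arrays only and did not enter. Lhb and Pax7 were also dim, at median percentiles of 30.8 and 9.34. A difference in the weight gain groups themselves stays open for Gh, Cga and Prl and is untested in these arrays, since each group is 1 pool. For Pomc, the study could not verify the array difference by quantitative RT-PCR in single mice. Its supplement states that 1 outlier was left out of that assay. In the pooled RNA, its quantitative RT-PCR did give a higher Pomc in high gainers. Pomc had too few low gainer values here to say what part of its signal is pituitary.

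Ribosomal protein and oxidative phosphorylation transcripts were dimmer in the high gainer pool, by 0.27 and 0.29 in the list medians per array. Neither list was called with an estimated correlation (adjusted p of 0.462 by camera of limma) or by fry of limma (0.311). Drift between arrays of 1 pool could account for both. The ribosomal median ranged over 0.48 and the oxidative phosphorylation median over 0.40 among the 3 low gainer arrays. A biological difference between the pools was not excluded and stays untested beyond this.

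Other splits of the arrays into groups of the same sizes were run. With 8 arrays, the real split gave 0 adjusted calls, 0 probes at the methods' threshold and 0 called lists, which all 35 of 35 splits must reach, so this says nothing on chance. The highest other splits gave 0, 8 and 2. With 7 arrays, 3 of 35 splits gave at least the 3 adjusted calls, and the highest other split gave 28. At the methods' threshold 10 of 35 splits gave at least 115 probes, with a highest other of 536, and 15 of 35 gave at least 4 lists, with a highest other of 6. Chance cannot be excluded for these counts with 7 arrays. The split with 28 and 536 set high gainer arrays 3 and 4 and low gainer arrays 1 and 3 against the other 3, and so points to a structure of the arrays that crosses the pools.

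There were 16 probes with a value on all 4 high gainer arrays and on none of low gainer arrays 1, 3 and 4, and 18 probes with the reverse. All 35 of 35 splits gave at least 34 such probes, and the highest other split gave 136.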
